A study of Mus musculus with 13 samples. Its data were reported in "Setdb1-mediated H3K9 methylation is enriched on the inactive X and plays a role in its epigenetic silencing" (2016).

How the data were processed

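Poly(A) RNA from mouse embryonic fibroblasts was sequenced in 13 libraries, and the deposited table holds 1 value per gene and library for 25965 gene intervals. The titles name the hairpin, a short RNA expressed from a retrovirus to deplete a target, and the drug 5-azacytidine (5-aza), which blocks the maintenance of DNA methylation. Of the libraries, 12 fall into 4 groups of 3: control hairpin, control hairpin with 5-aza, Setdb1 hairpin, and Setdb1 hairpin with 5-aza. In each group replicates A and B carried the same hairpin (non-silencing in the controls, shSetdb1.4 in the Setdb1 groups). The remaining library of each group has no replicate letter in its title and is called replicate 1 here. It carried another hairpin (against luciferase in the controls, shSetdb1.6 in the Setdb1 groups). The last library was treated with 5-aza and has no named hairpin. The labels place it in no group, so it entered no comparison. Its name in the table holds PGK, a name the paper gives to a sample that defined strain variants. Per the study's methods, the cells came from embryos of day 13.5, 5-aza was given for 24 h from day 3, and the cells were harvested on day 7. The paper's results place a gene-trap allele of Setdb1 in the cells given Setdb1 hairpins and wild-type alleles in those given the non-silencing hairpin, and the genotype of the cells given the luciferase hairpin is not stated. The labels give no genotype or embryo per library, so the effect of the hairpin could not be separated from theirs.

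The deposited values are log2 RPM, the log2 of the reads of a gene scaled to a common library total, as the authors named the table, and how the authors made this table is not stated. The unit was checked on the values. In every library, 100% of the values above the floor were whole multiples of the value of 1 read, and genes without a read held the value of 0.9 read. Reads were recovered from these steps. The implied totals were 41.9 to 58.8 M reads in the 12 hairpin libraries and 20.4 M in the library with no named hairpin, of which 85.3% to 87.8% lay in the listed genes. The value of 1 read was 0.017 to 0.0239 RPM in the hairpin libraries and 0.0491 RPM in the other. A gene at 1 RPM held 41 to 58 reads in the hairpin libraries. Limits set by low counts used 3 reads as the most that a count of 0 allows. They cover counting error only, since PCR copies are not independent molecules. Fold changes against a group in which each library held 3 reads or fewer are given as lower bounds computed against that limit. Gene positions were in GRCm38 and are given 1-based. Of the gene identifiers, 96.4% were found in a GENCODE annotation of that build, and 99.7% of those overlapped the same gene there. A few genes had more than 1 interval in the table and are named with the interval.

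Genes with at least 1 RPM in at least 3 of the 12 hairpin libraries were tested (13134 genes, 431 of them on chromosome X). The log2 RPM values were fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, and eBayes with a trend), with all 12 hairpin libraries in 1 fit and the group as the term. There were 5 contrasts: Setdb1 hairpin against control hairpin without and with 5-aza, 5-aza against none in control and in Setdb1 hairpin cells, and the interaction of hairpin and 5-aza. Tests were two-sided, p-values were adjusted by Benjamini-Hochberg over all genes tested, and genes with an adjusted p under 0.05 were counted as changed. Errors of log2 fold changes are standard errors of the fit, and errors of RPM values are standard deviations with n = 3 libraries. Chromosome X was compared with the autosomes in 3 ways: the difference of median log2 fold changes with limma's camera (preset correlation 0.01) and fry, the percent of summed RPM on chromosome X with an exact permutation test, and the share of changed genes with Fisher's exact test. Camera and fry were also run on 5 gene lists, which gave 20 list tests. The lists were germline genes, imprinted genes, interferon-response genes, X-linked genes whose silencing failed in the study when Setdb1 was depleted in differentiating embryonic stem cells, and the X-linked genes of the study's table of allele counts in fibroblasts. The last list was chosen by the study on these cells. Shared sequence was the percent of a gene's short words that occur in transcripts of other genes. Figures and tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

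The genes named in the text follow a rule. They are the H3K9 methyltransferases, silencing factors, sex-specific genes and genes of the study's allele table on fixed lists, whatever their values. To these are added, for each contrast, the 5 genes with the largest rise and the 5 with the largest fall among the changed genes whose 2 groups did not overlap. For the interaction no overlap rule was used. The groups, the tests, this rule, the gene lists and the first set of alternatives were fixed before the data were examined. One result that the rule selects is not reported here. Genes or lists named beyond the rule are marked as chosen after their values were seen.

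The fit was tested on simulated data. Reads were drawn for the 13134 genes from the means, totals and spread of the libraries, with 200 genes changed by 1 log2 unit. It called 97% of the changed genes in each Setdb1 contrast, with 5 unchanged genes called without 5-aza and 7 with it, and 0 genes where none had been changed. The draws were independent between genes and between libraries. In the data, libraries of the same culture correlated once group means were removed. The simulation therefore checks the fit and does not measure how many false calls it makes in these data.

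Alternatives changed 1 choice at a time: no filter or at least 5 RPM, log2(RPM + 1) or log2(RPM + 0.1), each library centred on its median, quantile normalization, eBayes without the trend or with the robust option, only the 2 groups compared in the fit, a replicate block, and each replicate left out in turn. The block was the culture (the same hairpin and replicate with and without 5-aza) for the 5-aza contrasts and the interaction, and the replicate letter for the Setdb1 contrasts. Chosen after seeing the data were voom on the recovered reads, the fit without pseudogenes, a correction of each library for GC content (98.9% of the genes tested had a value) and one for gene length, the block with GC-corrected values, and the scaling and leave-one-out alternatives of the gene lists and of the share of X among changed genes. The labels give no sequencing date or lane. The table holds no reads per allele, so the activity of the active and the inactive X could not be told apart, and no raw reads were used.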

Results

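Gene expression was measured in mouse embryonic fibroblasts given a control hairpin or a hairpin against Setdb1, a methyltransferase for lysine 9 of histone H3 (H3K9), each without and with 5-aza. There were 3 libraries in each of these 4 groups. The comparisons addressed whether loss of Setdb1, alone or with 5-aza, changes gene expression, and that of X-linked genes against the autosomes. The values do not tell the active from the inactive X, and DNA methylation was not measured here. The 12 hairpin libraries held 36.4 to 51.3 M reads in genes. The library with 5-aza and no named hairpin held 17.4 M.

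Setdb1 itself (ENSMUSG00000015697, chromosome 3, 95323525 to 95357202) was at 46.25 ± 0.103 RPM (SD, n = 3) with control hairpins and 14.06 ± 1.72 RPM with Setdb1 hairpins. With 5-aza, it was at 43.36 ± 0.631 RPM and 12.9 ± 2.16 RPM. The log2 fold change was -1.73 (SE 0.11, adjusted p 1.52e-06) without 5-aza and -1.76 (SE 0.11, adjusted p 1.25e-06) with it. All 6 Setdb1 hairpin libraries were below all 6 control hairpin libraries. The transcript left was 30.4% of the control mean without 5-aza and 29.8% with it. In the libraries with shSetdb1.4 it was 32.5% and 32.6%, and in the single library per condition with shSetdb1.6 it was 26.2% and 24.1%. As the paper places a gene-trap allele of Setdb1 in these cells, the percentages may combine the trap with the hairpin. The alternative that moved the log2 fold change most was leaving out replicate 1 of the Setdb1 hairpin group, which gave -1.62 in each condition. Xist was at 220 ± 2.59 RPM with control hairpins and 258.1 ± 35.8 RPM with Setdb1 hairpins, where all 3 libraries lay above the 3 controls, but the difference did not pass the threshold (log2 fold change 0.22, SE 0.10, adjusted p 0.184). With 5-aza it was at 208.8 ± 30.3 and 222.6 ± 11 RPM (0.10, SE 0.10, adjusted p 0.508). The Y-linked genes Kdm5d and Eif2s3y had 0 reads in each of the 12 hairpin libraries, which allows up to 3 reads per library, and Uty had at most 5 reads and Ddx3y at most 3.

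**Figure D1:**
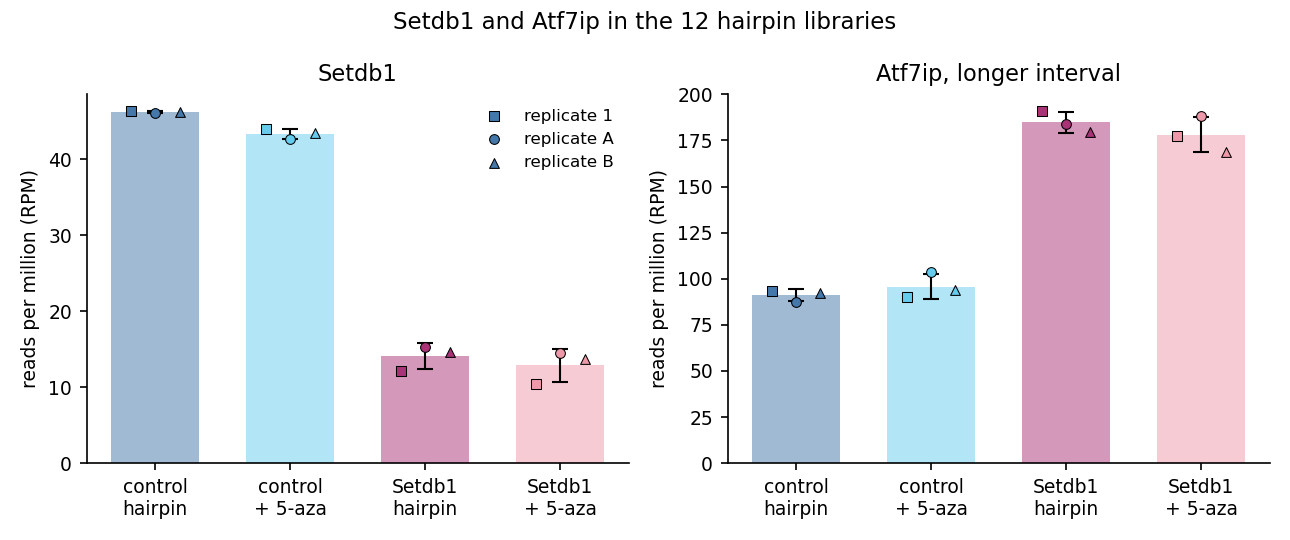
RPM (reads scaled to a common library total) of Setdb1 and of the longer interval of Atf7ip in the 4 groups, with bars for the mean, error bars for the SD and symbols for the 3 replicates. Setdb1 fell from 46.25 to 14.06 RPM and Atf7ip rose from 91.08 to 184.9 RPM between control and Setdb1 hairpins without 5-aza.

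Across genes, expression ranks were close between libraries (lowest Spearman correlation between hairpin libraries 0.984, across genes, which are not independent replicates). The spread between replicates exceeded counting error, with a chi-square per degree of freedom of 3.13 to 44.3 between pairs of replicates. The first principal component held 44.3% of the variance and the second 29.7%. Once group means were removed, the leading component held 54.6% of the remaining variance. Cultures with the same hairpin and replicate correlated in these residuals, across genes, at 0.5863, 0.1487 and 0.0999 in the control pairs and at 0.4719, 0.6342 and 0.4127 in the Setdb1 pairs. Libraries that share only a replicate letter correlated at -0.4703 to 0.1901 without 5-aza and at -0.0197 to 0.6858 with it.

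Without 5-aza, 1630 of the 13134 genes tested differed between Setdb1 and control hairpins, 1183 higher and 447 lower with Setdb1 hairpins, so that 72.6% of them were higher. Most differences were small. The median absolute log2 fold change of the changed genes was 0.36, and 149 genes changed at least 2-fold, 119 of them higher. The groups did not overlap for 34.4% of the genes tested, where chance gives 10%. The share of higher genes moved with the scaling. It was 48% with each library centred on its median, 54.7% with quantile normalization and 58.2% with GC-corrected values. The counts under these alternatives were 1648, 1457 and 1566. The median log2 fold change of all genes was 0.031 as deposited. The alternative that moved the count most upward was the block by replicate letter, with 2388 genes. Single libraries weighed on the count. It was 721 without Setdb1 hairpin replicate 1, 839 without control hairpin replicate 1 and 981 without control hairpin replicate A.

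**Figure D2:**
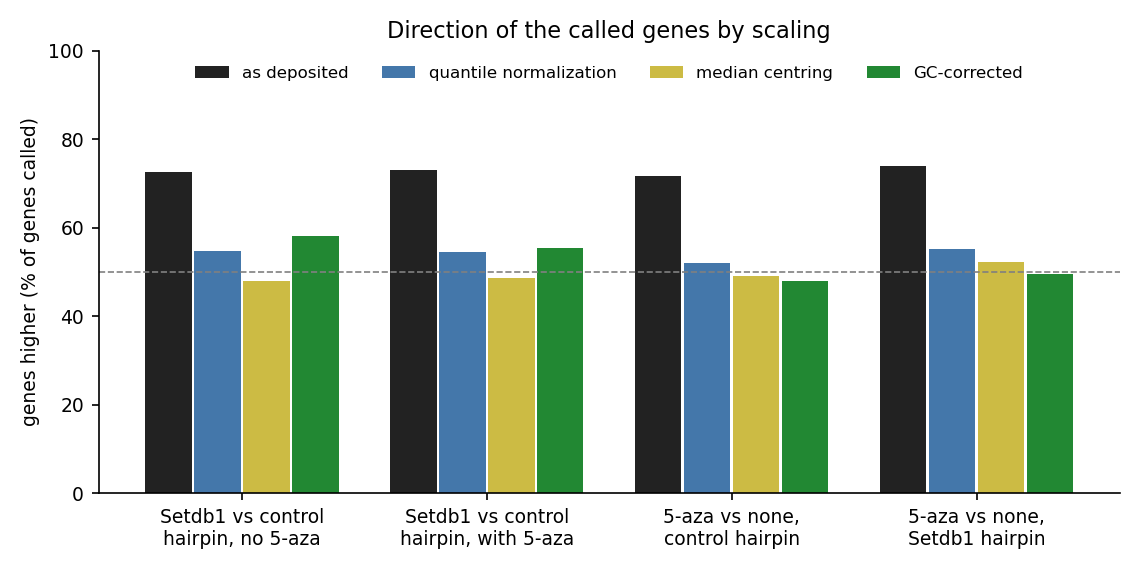
Percent of the changed genes that were higher in each pairwise contrast, as deposited and under 3 other scalings, with a dashed line at equal numbers. The deposited values gave 71.6% to 74% higher, and median centring gave 48% to 52.3%.

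The largest rise without 5-aza was that of Tex11 (ENSMUSG00000009670, chromosome X, 100838648 to 101059667), a germline gene, from 0.03076 ± 0.0362 RPM to 1.028 ± 0.065 RPM (log2 fold change 5.06, SE 0.52, adjusted p 8.02e-05), with at most 4 reads in a control library. The transcript 2610507I01Rik (ENSMUSG00000085882, chromosome 11, 59199836 to 59202385) had at most 3 reads in each control library and was at 0.9071 ± 0.13 RPM with Setdb1 hairpins, at least 15-fold higher (adjusted p 5.9e-05). Angptl7 rose by 4.65 (SE 0.43, adjusted p 3.93e-05), Rbm44 by 4.13 (SE 0.64, adjusted p 0.00169) and Cpn1 by 4.04 (SE 0.24, adjusted p 9.09e-07) on the log2 scale. The largest fall was that of Rims2 (ENSMUSG00000037386, chromosome 15, 39198332 to 39681940), from 3.224 ± 0.0646 to 0.255 ± 0.0647 RPM (-3.69, SE 0.18, adjusted p 1.93e-07). Kank4 had -2.32, Pitpnm3 -2.13, Rab6b -2.12 and the processed pseudogene Rps15a-ps2 -2.02, each with an adjusted p of 0.000146 or lower. The transcript of Rps15a-ps2 shares 39% of its sequence with other genes. In each of these genes the 3 libraries of a group lay outside the range of the other 3.

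With 5-aza in both groups, 2609 genes differed between Setdb1 and control hairpins, 1904 higher and 705 lower (73% higher), and 173 changed at least 2-fold. The share of higher genes was 48.7% with median centring, 54.6% with quantile normalization and 55.4% with GC-corrected values. The count was 3751 with the block by replicate letter and 1548 with only these 2 groups in the fit. It was 1279 without Setdb1 hairpin + 5-aza replicate 1, 1409 without replicate B of that group, 1503 without control hairpin + 5-aza replicate B and 1621 without replicate A of that group. Of the 1630 genes changed without 5-aza, 1145 were also changed with it, against 324 expected by chance, and 1139 of them went the same way. The log2 fold changes without and with 5-aza correlated at a Spearman rho of 0.62 across genes. In 100 simulations of unchanged groups whose cultures were shared between the conditions, it averaged 0.36 and reached 0.38. The largest changes were largely the same genes. 2610507I01Rik was at least 18.4-fold higher (adjusted p 2.51e-05), and Tex11, Rbm44 and Cpn1 were higher again, with log2 fold changes of 4.35, 4.21 and 3.46. The other was Gm11019, which rose from 4.216 ± 1.19 to 37.6 ± 2.8 RPM (3.19, SE 0.15, adjusted p 2.55e-07). Rims2, Pitpnm3, Kank4, Rab6b and the pseudogene Gm17430 were lower by the most, with log2 fold changes of -3.55, -2.93, -2.77, -2.13 and -2.10. The transcript of Gm17430 shares 15.4% of its sequence with other genes. Gm17430 rose with 5-aza from 1.382 to 5.252 RPM in control hairpin cells and was at 1.536 and 1.22 RPM in Setdb1 hairpin cells. Its difference thus comes from the control hairpin + 5-aza libraries. Of the 337 pseudogenes tested, 71 were lower and 30 higher in this contrast, against 4 and 26 without 5-aza.

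Treatment with 5-aza changed 2471 genes in control hairpin cells, 1769 higher and 702 lower (71.6% higher), and 3792 genes in Setdb1 hairpin cells, 2805 higher and 987 lower (74% higher). At least 2-fold changes were found for 132 and 182 genes. In control hairpin cells 49% of the changed genes were higher with median centring, 52% with quantile normalization and 48% with GC-corrected values. In Setdb1 hairpin cells these shares were 52.3%, 55.2% and 49.6%. The block by culture gave 3902 and 5276 genes. In control hairpin cells the count was 1260 without control hairpin replicate B, 1472 without control hairpin replicate A and 1541 without control hairpin + 5-aza replicate B. In Setdb1 hairpin cells it was 2191 without Setdb1 hairpin + 5-aza replicate B and 2214 without Setdb1 hairpin replicate A. The same 1721 genes were called in both, against 713 expected by chance, 1719 of them in the same direction.

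In control hairpin cells the largest rises with 5-aza were those of Gm10800 (ENSMUSG00000075014, chromosome 2, 98666547 to 98667301), from 0.4019 ± 0.0394 to 26.89 ± 5.18 RPM (6.05, SE 0.16, adjusted p 1.04e-09), and of AC242409.1, from 0.188 ± 0.0919 to 9.608 ± 1.93 RPM (5.81, SE 0.32, adjusted p 9.73e-07). Their transcripts share 42.1% and 54.9% of their sequence with other genes. Only annotated transcripts were compared, so copies elsewhere in the genome were not searched. The germline genes Dazl and Tex19.1 and the keratin gene Krt8 had at most 3 reads in each control library without 5-aza and rose at least 28.4-fold, 5.3-fold and 14.2-fold. Prl3a1, Nrarp, Pmp2 and Hey2 were among the genes that fell most, with log2 fold changes of -2.22, -1.75, -1.54 and -1.23. In Setdb1 hairpin cells AC242409.1 rose by 6.52 (SE 0.32) and Gm10800 by 5.99 (SE 0.16) on the log2 scale, Dazl rose at least 59.6-fold, and Dnahc6 and Hsd3b6 rose by 3.28 and 3.16. Acan, Nrarp, Heyl, Mmp9 and Fndc1 fell most there, with log2 fold changes of -2.72, -2.42, -2.26, -2.06 and -2.00. Acan (adjusted p 0.0266) lost its call when any library but Setdb1 hairpin replicate B was left out, with log2 fold changes of -2.79 to -2.55 and adjusted p-values of up to 0.0826.

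The interaction asks whether the response to 5-aza differs between hairpins. It was called in 51 genes, and 701 genes had an unadjusted p under 0.05. Each of the 51 had a lower log2 response in Setdb1 hairpin cells, and 0 had a higher one, with 395 lower and 306 higher at an unadjusted p under 0.05. Genes with a higher response were called in some alternatives: 10 with no filter, 5 with log2(RPM + 1), 3 with quantile normalization, 1 without control hairpin + 5-aza replicate 1, 36 of 169 with the block by culture and 35 of 175 with that block and GC-corrected values. The count was 19 with at least 5 RPM and 14 without pseudogenes, and it was 29 without Setdb1 hairpin + 5-aza replicate B, 30 without control hairpin + 5-aza replicate B and 33 without control hairpin replicate 1. Processed pseudogenes made up 34 of the 51, or 66.7%, against 2.6% of the genes tested. Of the 47 genes with a value for shared sequence, the median was 52.3%, against 0 for the genes tested. The largest interactions by log2 value were those of Krt8, Gm2174 (-2.40, SE 0.20, adjusted p 0.000117), Rpl27a-ps2 (-2.30, SE 0.34, adjusted p 0.00944), Gm17430 (-2.24, SE 0.19, adjusted p 0.000113) and Gm8618 (-1.98, SE 0.31, adjusted p 0.0161). Krt8 went from at most 1 read per library to 0.8606 RPM in control hairpin cells and from 0.3188 to 2.296 RPM in Setdb1 hairpin cells, so its fitted interaction rests on single reads in the control hairpin libraries. It was not called with log2(RPM + 1), with log2(RPM + 0.1) or with quantile normalization, nor without control hairpin + 5-aza replicate B or Setdb1 hairpin + 5-aza replicate 1 or B. Gm8618 lost its call in 4 of the 12 fits that left out 1 library, with values of -1.99 to -1.86. Those were the fits without control hairpin + 5-aza replicates 1 and B, Setdb1 hairpin replicate B and Setdb1 hairpin + 5-aza replicate B. Rpl27a-ps2 was not called with quantile normalization (-2.54).

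**Figure D3:**
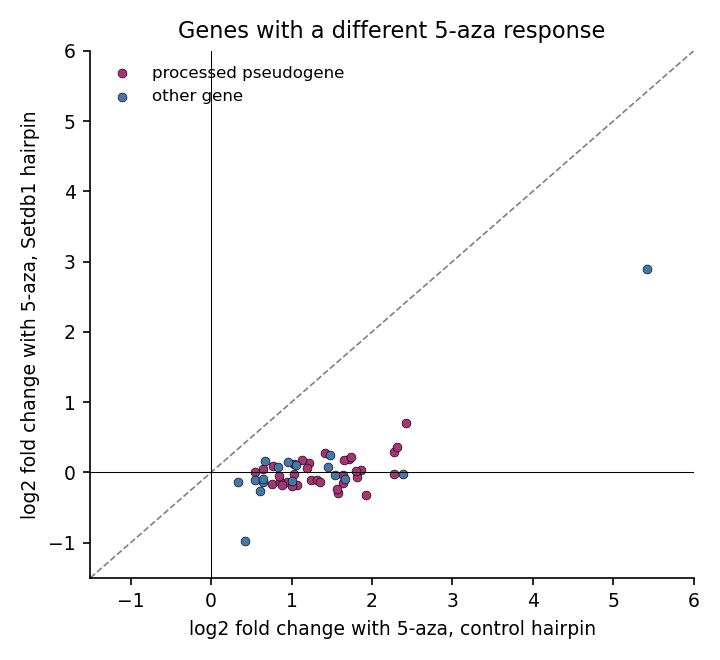
Log2 fold change with 5-aza in control hairpin cells and in Setdb1 hairpin cells for the 51 genes with a called interaction, by gene type, with the dashed line where both are equal. The median of the 34 processed pseudogenes was 1.34 in control hairpin cells and -0.02 in Setdb1 hairpin cells, and for Krt8, the point farthest right, the value in control hairpin cells rests on single reads without 5-aza.

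For chromosome X, the 431 genes tested had the same median change as the autosomal genes to within 0.023 on the log2 scale. The median log2 fold change of X genes minus that of autosomal genes was 0.001 for Setdb1 hairpins without 5-aza (camera adjusted p 0.956), -0.023 with 5-aza (adjusted p 0.818), 0.002 for 5-aza in control hairpin cells (adjusted p 0.956) and -0.017 in Setdb1 hairpin cells (adjusted p 0.818). An estimated correlation gave p-values of 0.953, 0.391, 0.737 and 0.331. Fry, which asks whether X genes changed at all and not whether they changed more than other genes, gave adjusted p-values of 0.000791, 0.00099, 0.000436 and 0.000436. The first of these shifts was -0.001 with no filter and -0.003 with at least 5 RPM, and the third was -0.001 with quantile normalization. Leaving out single libraries also changed their sign. The first was -0.009 without Setdb1 hairpin replicate A, -0.006 without control hairpin replicate 1, -0.004 without Setdb1 hairpin replicate B and -0.001 without control hairpin replicate B. The third was below 0 in 5 of the 6 fits that each left out 1 library, all but that without control hairpin replicate B, and lowest without control hairpin replicate 1 (-0.014). The second and the fourth kept their sign but changed in size. The second was -0.011 without Setdb1 hairpin + 5-aza replicate 1, and the fourth was -0.031 without replicate A of that group. Chromosome X held 3.371% ± 0.018 of the summed RPM with control hairpins and 3.344% ± 0.017 with Setdb1 hairpins (SD, n = 3; difference -0.027, exact permutation p 0.2, two-sided). With 5-aza the shares were 3.42% ± 0.06 and 3.326% ± 0.047 (difference -0.093, exact permutation p 0.2). The differences with 5-aza were 0.048 in control hairpin cells (exact permutation p 0.3) and -0.018 in Setdb1 hairpin cells (exact permutation p 0.6). The adjusted values over the 4 exact permutation tests were 0.4, 0.4, 0.4 and 0.6, and 3 libraries against 3 cannot give a p below 0.1. Without Xist and the 10 highest X genes, the differences for Setdb1 hairpins were 0.022 without 5-aza (exact permutation p 0.1, the lowest possible) and 0.013 with it (exact permutation p 0.4). Those for 5-aza were then 0.021 in control hairpin cells (exact permutation p 0.1) and 0.013 in Setdb1 hairpin cells (exact permutation p 0.3). With all X genes the last was 0.002 without Setdb1 hairpin + 5-aza replicate 1. The difference for 5-aza in control hairpin cells was then 0.018 without control hairpin + 5-aza replicate A and 0.077 without replicate 1 of that group.

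**Figure D4:**
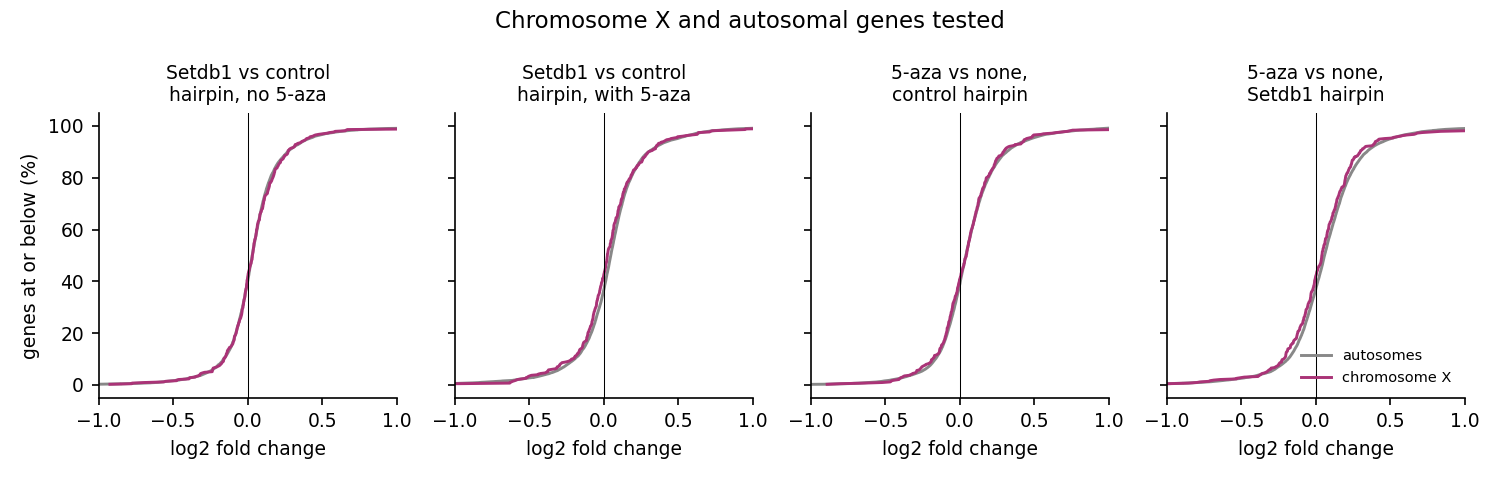
Cumulative percent of genes at or below each log2 fold change for the tested genes of chromosome X and of the autosomes, in the 4 pairwise contrasts, drawn between -1 and 1. The curves lie close together, with medians that differ by -0.023 to 0.002.

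The share of changed genes did not differ between chromosome X and the autosomes past the threshold in any of 8 tests. Without 5-aza, Setdb1 hairpins raised 8.4% of X genes and 9% of autosomal genes (Fisher's exact test, odds ratio 0.92, adjusted p 0.837) and lowered 2.6% and 3.4% (0.74, adjusted p 0.837). With 5-aza they raised 13.2% and 14.5% (0.90, adjusted p 0.837) and lowered 5.8% and 5.3% (1.09, adjusted p 0.837). 5-aza raised 10.7% of X genes and 13.6% of autosomal genes in control hairpin cells (0.76, adjusted p 0.341) and 16.9% and 21.5% in Setdb1 hairpin cells (0.74, unadjusted p 0.023, adjusted p 0.184), and lowered 5.1% and 5.4% (0.95, adjusted p 0.913) and 8.1% and 7.5% (1.09, adjusted p 0.837). Genes are not independent replicates. Leaving out 1 library brought 2 of them past the threshold, each with fewer X genes raised. Without Setdb1 hairpin replicate 1 the odds ratio for genes raised by 5-aza in Setdb1 hairpin cells was 0.66 (adjusted p 0.0252). Without control hairpin + 5-aza replicate 1 it was 0.65 for genes raised by Setdb1 hairpins with 5-aza (adjusted p 0.024). Odds ratios crossed 1, that of the second of these among them. For genes raised by Setdb1 hairpins with 5-aza it was 1.02 without control hairpin + 5-aza replicate B and 1.13 without Setdb1 hairpin + 5-aza replicate 1. For genes lowered there it was 0.95 without control hairpin + 5-aza replicate 1, 0.77 without Setdb1 hairpin + 5-aza replicate 1 and 0.83 without replicate B of that group. For genes lowered by Setdb1 hairpins without 5-aza it was 1.08 without control hairpin replicate 1 and 1.05 without replicate A. For genes lowered by 5-aza in control hairpin cells it was 1.05 without control hairpin replicate B, and 1.15 and 1.14 without control hairpin + 5-aza replicates A and B. No filter took 3 odds ratios across 1, quantile normalization 1 and GC-corrected values 1.

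Among the gene lists, the 10 germline genes tested, of 45 in the table, had a median log2 fold change of 0.911 with Setdb1 hairpins without 5-aza (camera adjusted p 8.94e-07, over 20 list tests), with 5 higher and 0 lower, and 7 higher and 0 lower when adjusted over the list alone or unadjusted. With 5-aza the median was 1.223 (adjusted p 0.00536), with 5 higher and 1 lower, and 6 higher and 2 lower when adjusted over the list alone. For 5-aza in control hairpin cells it was 0.523 (adjusted p 0.00387), with 4 higher and 0 lower in either adjustment, and in Setdb1 hairpin cells 0.187 (adjusted p 0.128), with 2 higher and 0 lower in either adjustment. Unadjusted, 5 and 3 were higher with 5-aza and 0 lower. With no filter the first 3 of these medians were 0.495, 0.986 and 0.640, each still called. The filter keeps a gene near 0 in the controls only if it rose elsewhere, as did Tex11, Dazl and Tex19.1. Of the 4 genes higher with 5-aza in control hairpin cells, Dazl and Tex19.1 also rose in Setdb1 hairpin cells. The others, D1Pas1 and Hspa1l, rose by 1.25 and 0.65 in control hairpin cells and by 0.02 and 0.08 in Setdb1 hairpin cells. That is the pattern of most genes with a called interaction. They are also the genes counted as lower with Setdb1 hairpins with 5-aza (-0.67 and -0.43). D1Pas1 and Hspa1l were chosen after their values were seen. The medians of the 10 genes are the same with genes at the count limit set to their bound. The median for 5-aza in control hairpin cells was 0.023 with quantile normalization, where the call was lost (adjusted p 0.0884). That in Setdb1 hairpin cells was called with fry, with no filter (0.380) and with GC-corrected values (0.171). The 30 interferon-response genes did not stand out with Setdb1 hairpins, at -0.038 (adjusted p 0.211) without 5-aza, with 0 higher and 1 lower in either adjustment, and at 0.061 (adjusted p 0.908) with it, with 1 higher and 1 lower, and 0 and 1 when adjusted over the list alone. The first of these was 0.025 without control hairpin replicate B and 0.008 without Setdb1 hairpin replicate B. The second was -0.005 without control hairpin + 5-aza replicate 1, -0.043 without Setdb1 hairpin + 5-aza replicate A and 0.181 without control hairpin + 5-aza replicate A (adjusted p 0.0413). Interferon-response genes were higher with 5-aza, at 0.434 in control hairpin cells (adjusted p 2.38e-05) and 0.454 in Setdb1 hairpin cells (adjusted p 3.19e-06), under each scaling. Of the 30 genes, 13 and 20 were higher, and 19 and 23 when adjusted over the list alone or unadjusted, with 0 lower in each.

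The 35 imprinted genes were lower against other genes with Setdb1 hairpins without 5-aza (-0.055, camera adjusted p 0.0246), with 1 higher and 3 lower, and 0 and 3 when adjusted over the list alone. This call was lost with no filter (-0.030), with median centring (-0.104), with quantile normalization (-0.082) and without control hairpin replicate 1, Setdb1 hairpin replicate 1 or Setdb1 hairpin replicate A, with medians of -0.092 to -0.048 over the 6 fits that each left out 1 library. In the other contrasts their medians were -0.018, 0.076 and 0.022 (adjusted p 0.0869, 0.356 and 0.486), with 4 higher and 4 lower, 2 and 6, and 10 and 5, the same counts as when adjusted over the list alone. Single libraries moved the first and the last of these. The first was 0.005 without control hairpin + 5-aza replicate 1 and -0.067 without Setdb1 hairpin + 5-aza replicate B (adjusted p 0.0389), and was also called with the replicate block. The last was -0.014 without Setdb1 hairpin + 5-aza replicate B, and below 0 with each other scaling. The 136 X-linked genes of the stem cell list, those whose silencing failed with less Setdb1 in the study, had medians of 0.040, 0.033, 0.026 and 0.041 in the 4 contrasts (adjusted p 0.486, 0.636, 0.486 and 0.486), each below 0 with median centring and with GC-corrected values. Of them 12, 24, 12 and 24 were higher and 0, 4, 10 and 12 lower, and 12, 25, 7 and 24 were higher and 0, 4, 8 and 10 lower when adjusted over the list alone. Fry kept the camera calls of the germline and interferon-response genes and not that of the imprinted genes. With an estimated correlation, the germline call for Setdb1 hairpins without 5-aza was the only one kept (adjusted p 0.0128).

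Among the silencing factors, Atf7ip, which encodes a partner of SETDB1, rose most. Its longer interval (ENSMUSG00000030213, chromosome 6, 136518851 to 136607377) went from 91.08 to 184.9 RPM (1.02, SE 0.06, adjusted p 5.2e-07), and with 5-aza from 95.77 to 178.2 RPM (0.90, SE 0.06, adjusted p 1.25e-06). Its shorter interval rose by 1.29 and 1.17. Of the 9 intervals of 8 silencing factors, 7 changed in each Setdb1 contrast, the same count as when adjusted over the list alone. Dnmt1 rose by 0.36 (SE 0.07, adjusted p 0.00491) and 0.46, Mbd1 by 0.43 and 0.55, Uhrf1 by 0.43 and 0.60, Smchd1 by 0.24 in each and Trim28 by 0.19 and 0.24 on the log2 scale. Without 5-aza, Uhrf1 and Trim28 lost their calls without replicate 1 of the control hairpin group (0.38 and 0.17) or of the Setdb1 hairpin group (0.32 and 0.14). 5-aza changed 4 intervals in control hairpin cells and 2 in Setdb1 hairpin cells, again in either adjustment. In control hairpin cells the shorter interval of Atf7ip rose by 0.24 (SE 0.07, adjusted p 0.039) and Dnmt1 fell by 0.20 (SE 0.07, adjusted p 0.0483). These calls were lost in 5 and in 6 of the 6 fits that each left out 1 library, with adjusted p-values of up to 0.143 and 0.146. Both were also lost with no filter. That of Atf7ip was lost with median centring, with quantile normalization and with only the 2 groups in the fit, and that of Dnmt1 with eBayes without the trend. Uhrf1 fell by 0.42 in control hairpin cells (adjusted p 0.0148), a call lost without control hairpin replicate A (-0.39) or B (-0.40). It fell by 0.25 in Setdb1 hairpin cells (adjusted p 0.0849), where it was called without Setdb1 hairpin + 5-aza replicate 1 (-0.36), with median centring, with quantile normalization and with the block by culture. Smchd1 fell by 0.21 in each, and Dnmt3b fell by 0.73 (adjusted p 0.00471) in Setdb1 hairpin cells.

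Of the other 5 H3K9 methyltransferases tested, Suv39h1 rose with Setdb1 hairpins without 5-aza (0.20, SE 0.05, adjusted p 0.0308), and 2 of the 5 changed when adjusted over the list alone. This call was lost with median centring, with quantile normalization, with only the 2 groups in the fit and in 5 of the 6 fits that each left out 1 library, all but that without Setdb1 hairpin replicate B, with log2 fold changes of 0.16 to 0.22. With 5-aza, Suv39h1 rose by 0.30 (adjusted p 0.00298) and Suv39h2 by 0.48 (SE 0.12, adjusted p 0.0127), the same 2 of 5 when adjusted over the list alone. Suv39h2 was not called without Setdb1 hairpin + 5-aza replicate 1 (0.40). 5-aza changed 0 of the 5 in control hairpin cells, where 2 had an unadjusted p under 0.05, and Ehmt2 (0.20, SE 0.04, adjusted p 0.00535) in Setdb1 hairpin cells, with the same counts when adjusted over the list alone. The count of 0 is that of the fit without the block by culture. More genes were called with that block, so small responses of the 5 in control hairpin cells stay open.

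The 11 X-linked genes of the study's fibroblast allele table had medians of 0.037, 0.014, 0.068 and -0.004 in the 4 contrasts (camera adjusted p 0.851, 0.636, 0.847 and 0.487). Median centring and GC-corrected values took the first and the second of these below 0, and quantile normalization the second. The second was -0.018 without Setdb1 hairpin + 5-aza replicate 1. The last was 0.011 and 0.025 without Setdb1 hairpin replicates A and B, and 0.057 without Setdb1 hairpin + 5-aza replicate A. Without 5-aza, Setdb1 hairpins raised Syn1 (0.44, SE 0.10, adjusted p 0.0149) and lowered Col4a5 (-0.33, SE 0.06, adjusted p 0.00498). The Syn1 call was lost without control hairpin replicate 1 (0.39) or Setdb1 hairpin replicate A (0.36). Utp14a was not called without 5-aza (0.18, adjusted p 0.0866), except without Setdb1 hairpin replicate A (0.24) or with the replicate block (0.18). With 5-aza, Setdb1 hairpins raised Utp14a (0.31, SE 0.06, adjusted p 0.00615). Col4a5 was not called with 5-aza (-0.14, adjusted p 0.122), except with median centring (-0.2, adjusted p 0.0299). 5-aza changed 0 genes of the table in control hairpin cells, where 1 had an unadjusted p under 0.05, and raised Magee1 (0.26, SE 0.06, adjusted p 0.0112) and lowered Atrx (-0.20, SE 0.05, adjusted p 0.0101) in Setdb1 hairpin cells. The counts adjusted over the list alone were the same. The count of 0 in control hairpin cells is that of the fit without the block by culture. With that block more genes were called in this contrast (3902 against 2471), so small responses of these genes there stay open. Magee1 had 0.18 in control hairpin cells (adjusted p 0.0693). The interaction was called in none of the H3K9 methyltransferases, silencing factors or allele-table genes, as reported or with the block by culture, so a call under one hairpin and not under the other does not by itself show a different response. With the block, 5 of these genes had an unadjusted p under 0.05, Dnmt3b (-0.49, SE 0.22, adjusted p 0.31), Syn1 (-0.30, SE 0.10, adjusted p 0.158), Utp14a (0.13, SE 0.05, adjusted p 0.284), Rps4x (-0.14, SE 0.06, adjusted p 0.317) and Col4a5 (0.19, SE 0.06, adjusted p 0.164), so a different response of these stays open. The study chose this list on these cells, so the adjustment over the list alone is not independent evidence.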

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

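Among the tests in this part, those of scaling, of a 5-aza response limited to control hairpin cells and of macrophages were chosen only after the result was seen.

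The 51 genes with a called interaction drew attention because the response to 5-aza differed between control and Setdb1 hairpin cells, by a test of the difference itself. They form a narrow class. Processed pseudogenes made up 34 of them (Fisher's exact test against the genes tested, p 1.53e-42), and 15 were named as ribosomal protein genes or their pseudogenes. Of the 34 pseudogenes, 32 were higher in all 3 control hairpin + 5-aza libraries than in the other 9 hairpin libraries, as were 15 of the 17 other genes. The median log2 change of the pseudogenes with 5-aza was 1.34 in control hairpin cells. The library with 5-aza and no named hairpin lay near the control hairpin libraries without 5-aza for the 34 pseudogenes, with a median log2 difference of -0.16, and was lower than those with 5-aza by a median of -1.31. That is a single library with no assigned group, and the strain of its cells is not given.

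Several technical sources were tested against this pattern. Library size did not account for it, since 47 genes were called after all libraries were thinned to 41.9 M reads, 45 of them among the 51. GC content did not either, since 58 genes were called after correction, the 51 among them. Under quantile normalization 48 genes were called, 44 of them shared, which argues against the authors' scaling. Genomic DNA in the control hairpin + 5-aza libraries would raise reads over olfactory and vomeronasal receptor genes there alone. They were at 1.13 times the mean of the other groups, with 6.52 ± 0.28 RPM against 6.37 ± 0.32 RPM (SD, n = 3) in the Setdb1 hairpin + 5-aza libraries, a difference within the spread. Of 100 splits of the hairpin labels within each 5-aza condition, 4 gave as many genes, the real split included. The other 3 gave 2404, 1938 and 1311 genes. Each of these put control hairpin + 5-aza replicates A and B and Setdb1 hairpin + 5-aza replicate A on one side, which are the 3 libraries with 5-aza that score lowest on the leading component of the variation left within groups. With the culture as a block, which removes what the pair of libraries of a culture share, the real split gave 169 genes, with all 51 among them. The labels name no batch, but this component parts replicates A and 1. The libraries called replicate 1 have no replicate letter in their titles and carry other hairpins than A and B. Replicate and hairpin therefore cannot be separated there. Replicate A libraries scored from -15.6 to -2.6 on it and replicate 1 libraries from 5.5 to 15.3. Replicate B libraries lay on both sides of 0, from -7.1 to 7.1.

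Reads shared between pseudogenes and their parent genes remain a candidate explanation. The called genes shared a median of 52.3% of their sequence with other genes (40.6% among those that are not pseudogenes). Genes that share at least 50% of their sequence and were not called had a median interaction of 0.006, against 0.02 in matched random lists (95% of them from 0.008 to 0.034), with 48.5% of the genes below 0. Of the 10000 random lists, 157 were at or below that value. The ribosomal protein genes and their pseudogenes that were not called had a median of 0.013, within the random lists (-0.002 to 0.042). Both medians lie near 0 over genes that go both ways, so these tests leave the explanation open. A response of these genes to 5-aza that is limited to control hairpin cells also stays open. Their median log2 change with 5-aza was -0.02 in Setdb1 hairpin cells, but a difference in the handling of the 3 control hairpin + 5-aza libraries gives the same values, so these cannot be told apart. Genotype and embryo are not given per library and were not tested. Differences in read quality or alignment between libraries cannot be examined in a table of values per gene.

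The library with 5-aza and no named hairpin drew attention as data that no comparison uses. In it 33 genes were at least 16-fold higher than in all 12 hairpin libraries, and 1 gene was at least 16-fold lower. For these gaps, hairpin values below 0.147 RPM, the count limit of this library, were set to that limit. Gaps against such values are lower bounds, and the largest was at least 130-fold. The largest gap was that of C1qa, with 389 reads there and at most 0.108 RPM in a hairpin library. Mpeg1 was at 24 RPM against at most 0.452, Lyz2 at 55.9 RPM against at most 1.1 and Apoe at 31.1 RPM against at most 1.49. These genes were chosen after their values were seen. The low depth of the library did not account for the gap, since the 33 genes held a median of 108 reads there and at least 49. Over all genes it correlated with the hairpin libraries with 5-aza at a Spearman rho of 0.976 to 0.98.

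Macrophages in that culture are a candidate explanation. A list of 15 macrophage markers, written after the top of the 33 genes had been seen, had a median log2 gap of 3.53 to the highest hairpin library. Of them 4 are among the 33 genes, and the other 11 had a median gap of 2.43. All 15 were above all 12 hairpin libraries, 11 of them at least 4-fold, and 5 of the 15 also reached 1 RPM in at least 1 hairpin library. Other cell types were not seen in the same way. The median log2 gap was -1.27 for 8 endothelial markers, 4 of which reached 1 RPM in at least 1 hairpin library. It was -1.74, the value of a gene without reads against the limit of 3 reads, for 10 lymphocyte markers, 1 of which was above all 12 hairpin libraries, and -1.74 for the red blood cell markers, of which 8 of 11 are in the table. 5-aza did not account for the gap. The 15 macrophage markers were higher in hairpin libraries with 5-aza than in those without by a median of 0.31 on the log2 scale, with 14 of the 15 higher, which is far less than the gap. For the 33 genes themselves this median was 0.65, against gaps of at least 4 on the log2 scale. No other library without a named hairpin exists to compare it with. Its name in the table holds PGK, which the paper also uses for a sample that defined strain variants, so its cells may differ in strain or source from those of the hairpin libraries. What set this culture apart was not tested.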

How the results depend on the processing

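The direction and the call of Setdb1 were the same in all 32 alternative values, with log2 fold changes of -1.86 to -1.62. Of the alternative counts of changed genes, 86 lay within 1.5 times the reported count and 22 did not. Shifts of chromosome X kept their direction in 52 alternative values and changed it in 12, and none passed the threshold of camera. Differences in the share of RPM on X kept it in 32 and changed it in 4. Odds ratios of X among changed genes kept it in 63, became significant in 2 and changed direction in 15. For the gene lists 193 values were as reported, 8 lost their call, 9 gained one and 30 changed direction. Where a change below has no cause named, the cause was not tested.

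Fits on fewer samples gave fewer genes, except that the count for Setdb1 hairpins with 5-aza rose without control hairpin + 5-aza replicate 1 (3101) and without Setdb1 hairpin + 5-aza replicate A (3428). With only the 2 groups compared in the fit, 1548 genes differed between hairpins with 5-aza, against 2609. Across the 6 fits that each left out 1 replicate, the counts ranged from 721 to 1443 for Setdb1 hairpins without 5-aza, from 1279 to 3428 with 5-aza, from 1260 to 2451 for 5-aza in control hairpin cells and from 2191 to 3670 in Setdb1 hairpin cells. Across 12 such fits the interaction gave 29 to 43 genes. The interaction was also called in 19 genes with at least 5 RPM and in 14 without pseudogenes, alternatives that test fewer genes. The block by culture gave 3902 genes for 5-aza in control hairpin cells and 169 for the interaction, and with GC-corrected values 3749 and 175.

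The share of higher genes depended on scaling. It was 72.6%, 73%, 71.6% and 74% in the 4 pairwise contrasts as deposited and 48%, 48.7%, 49% and 52.3% with median centring. The medians of all genes were 0.031 to 0.058, so a small common shift sets the direction of many small changes.

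Shifts of chromosome X near 0 changed sign: for Setdb1 hairpins without 5-aza to -0.001 with no filter and -0.003 with at least 5 RPM, and for 5-aza in control hairpin cells to -0.001 with quantile normalization. They ranged from -0.009 to 0.009 and from -0.014 to 0.003 across the fits that each left out 1 replicate. In such fits the shift for Setdb1 hairpins with 5-aza ranged from -0.029 to -0.011. That for 5-aza in Setdb1 hairpin cells ranged from -0.031 to -0.012. The differences in the share of RPM on X became 0.022 and 0.013 for Setdb1 hairpins without and with 5-aza, and 0.013 for 5-aza in Setdb1 hairpin cells, without Xist and the 10 highest X genes, so these genes set their sign (exact permutation p 0.1, 0.4 and 0.3, with 0.1 the lowest possible). With all X genes, the last ranged from -0.043 to 0.002 when 1 replicate was left out in turn. The difference for 5-aza in control hairpin cells then ranged from 0.018 to 0.077. Those for Setdb1 hairpins ranged from -0.037 to -0.017 without 5-aza and from -0.122 to -0.063 with it.

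The odds ratios of X among changed genes became 1.11 (higher, Setdb1 hairpins without 5-aza), 0.76 (lower, with 5-aza) and 0.98 (lower, 5-aza in Setdb1 hairpin cells) with no filter. That for genes lowered by 5-aza became 1.09 with quantile normalization in control hairpin cells and 0.88 with GC-corrected values in Setdb1 hairpin cells. Across the fits that each left out 1 replicate they ranged from 0.61 to 1.08 (lower, Setdb1 hairpins without 5-aza), from 0.65 to 1.13 (higher, with 5-aza), from 0.77 to 1.25 (lower, with 5-aza), from 0.9 to 1.15 (lower, 5-aza in control hairpin cells) and from 0.66 to 0.78 (higher, 5-aza in Setdb1 hairpin cells).

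The lists of X-linked and imprinted genes had medians near 0 that scaling moved across it. With median centring the genes of the stem cell list had medians of -0.009, -0.027, -0.019 and -0.016 in the 4 contrasts, and with GC-corrected values -0.006, -0.026, -0.016 and -0.020. With quantile normalization they were -0.007 and -0.015 in the 5-aza contrasts. The allele-table genes had -0.012 and -0.047 in the Setdb1 contrasts with median centring, -0.006 and -0.054 with GC-corrected values, and -0.023 with quantile normalization with 5-aza. The imprinted genes had -0.035, -0.036 and -0.011 for 5-aza in Setdb1 hairpin cells with median centring, quantile normalization and GC-corrected values, and 0.010 with no filter for Setdb1 hairpins with 5-aza. The interferon-response genes had -0.006 for Setdb1 hairpins with 5-aza under quantile normalization.

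Calls on lists changed as follows. Fry, which tests against no change, called the X-linked genes of the stem cell list for Setdb1 hairpins without and with 5-aza (0.040 and 0.033) and for 5-aza in Setdb1 hairpin cells (0.041), and the germline genes there (0.187). Those germline genes were also called with no filter (0.380) and with GC-corrected values (0.171). Their call for 5-aza in control hairpin cells was lost with quantile normalization (0.023). The imprinted genes lost their call for Setdb1 hairpins without 5-aza with fry (-0.055), no filter (-0.030), median centring (-0.104) and quantile normalization (-0.082), and gained one with 5-aza with the replicate block (-0.018).

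Across the fits that each left out 1 replicate, the imprinted genes ranged from -0.092 to -0.048 and from -0.067 to 0.005 for Setdb1 hairpins without and with 5-aza, and from -0.014 to 0.078 for 5-aza in Setdb1 hairpin cells. The interferon-response genes ranged from -0.059 to 0.025 and from -0.043 to 0.181 for Setdb1 hairpins. The allele-table genes ranged from -0.018 to 0.068 for Setdb1 hairpins with 5-aza and from -0.022 to 0.057 for 5-aza in Setdb1 hairpin cells.

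Of the 82 results on named genes, 67 kept their direction and call in each alternative run, 12 lost a call in at least 1, 3 gained one, and Krt8 reversed. Its interaction was 0.45 with log2(RPM + 1) and 0.09 with quantile normalization. Its control hairpin libraries without 5-aza hold at most 1 read each, so single reads set these fitted values. Voom, the fit without pseudogenes and the corrections for GC content and length were not run on named genes. Nor were they run on the fold change of Setdb1 or the shifts of chromosome X. The fit with at least 5 RPM has no value for named genes that this filter drops. Where each library of a group holds 3 reads or fewer, fold changes against that group are given as lower bounds.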

Other observations

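In this part, the tests of alleles linked to the gene trap and of gene length were chosen only after the result was seen. The correction for GC content was also chosen after the data were seen.

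For each of the 4 pairwise contrasts, 1 of the 10 splits of the 6 libraries gave as many changed genes, and that was the real one. The others gave 0 genes each. With 10 splits the share cannot go below 0.1, so the splits alone do not settle any of the 4 counts.

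The response to 5-aza correlated with the GC content of genes, across genes, at a Spearman rho of 0.18 in control hairpin cells and 0.21 in Setdb1 hairpin cells, and with Setdb1 hairpins at -0.16 without and -0.08 with 5-aza. Correction of each library for GC content left 2520 and 3358 genes changed by 5-aza, of which 1894 and 2628 were among those called before. This argues against GC content as the whole source of these changes. The share of higher genes was 48% and 49.6% after it, so the excess of higher genes may come from a trend with GC content or from what removes it along with the trend, such as a common shift of all genes.

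The response to 5-aza also correlated with gene length, across genes, at a Spearman rho of -0.2 in control and in Setdb1 hairpin cells, and with Setdb1 hairpins at 0.04 without and 0 with 5-aza. Correction of each library for length left 2589 and 3535 genes changed by 5-aza, of which 1933 and 2717 were among those called before, with 48.7% and 49.8% higher. This argues against gene length as the whole source of these changes, and a part in the excess of higher genes stays open here too.

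Alleles linked to the Setdb1 gene trap could add calls near Setdb1, as the study places the trap in the cells given Setdb1 hairpins. Of the 239 genes tested within 10 Mb of Setdb1, 4.2% were called without 5-aza against 12.6% elsewhere (Fisher's exact test, p 1.69e-05), and 13.4% against 20% with 5-aza. This argues against such alleles as a source of the calls. Differences between the embryos elsewhere in the genome stay open, since the labels give no embryo or genotype per library.

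The rise of Atf7ip may have sources other than the loss of Setdb1. It was higher with both hairpins in both conditions, by at least 0.89 on the log2 scale over the control mean, which argues against an effect of 1 hairpin alone. Only 1.3% of its sequence occurs in other genes, which argues against shared reads. Of the 29 genes tested within 5 Mb of Atf7ip, 34.5% were called without 5-aza against 12.4% elsewhere (Fisher's exact test, p 0.00181), and 41.4% against 19.8% with 5-aza. A regional difference between the embryos is therefore a candidate explanation. A response of the gene to loss of Setdb1 stays open as well, since the embryo of each library is not given.

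The germline list was higher with Setdb1 hairpins and with 5-aza, and a joint effect larger than the sum on the log2 scale was tested as a hypothesis. The median interaction of its 10 genes was -0.04, with 4 of them above 0, and 0 called (3 at an unadjusted p under 0.05). The list lay below other genes (camera p 0.0112, fry p 0.0371), but its genes went both ways and some were near 0 reads in the control libraries, Tex19.1 with 0 and Tex11 with at most 4. D1Pas1 and Hspa1l were highest in the control hairpin + 5-aza libraries, at 1.14 and 2.25 RPM, as were most genes with a called interaction. These values do not decide, so a joint effect larger than the sum stays open.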
